A study of Halobacterium salinarum with 36 samples. Its data were reported in "Diurnally Entrained Anticipatory Behavior in Archaea" (2009).

How the data were processed

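*Halobacterium salinarum* NRC-1 was entrained by the authors with 3 days of 12 h light and 12 h dark and then kept in constant darkness. Total RNA was taken at 18 time points, every 4 h from 0 to 60 h and again at 64.5 and 68.5 h, and optical density at sampling ran from 0.54 to 0.69 per the labels. Each RNA was hybridised on 2 spotted arrays against a standard mid-log reference RNA, with the dyes swapped, which gives 36 arrays. The numbers of the arrays in the labels fall into 5 groups of close numbers, which are called array runs here, and what they reflect is not stated. Replicate 1 of a time point has the sample in dye 546 and the reference in dye 647, and replicate 2 has the opposite. The labels name no separate cultures, so the time points were treated as serial samples of 1 culture, and p-values measure the spread between time points.

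The deposited scanner files hold, for 10752 spots per array, the spot mean intensity and the local background intensity at the 532 and 647 laser lines, each at a high and a low scanner setting, not normalized. The image software and its version are not given in the sources used here. The high setting was used, and the low setting served only for a check. The spots carry oligonucleotides of 70 bases, 4 spots each, giving 2688 oligonucleotides. Gene names came from a table that pairs the probes with the platform's annotation. Of the probes, 532 had 1 gene symbol, 0 had several and 10220 were unnamed here, which leaves 133 named genes. Control spots could not be told apart from genes in the files used here and stayed in the fits.

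The authors' deposited value table holds 1 log10 ratio per spot and array. Set against the uncorrected scanner ratios of the same arrays, it followed sample over reference as labelled, with Pearson r from 0.832 to 0.994 across spots and slopes from 0.727 to 1.13. Scale and direction are thus known from the values, and how the authors centred each array stays unknown. The medians of its columns with the sample in dye 546 were, from 0 to 68.5 h, 0.0292, 0.110, 0.181, 0.149, 0.0610, 0.0476, 0.203, 0.135, 0.0726, 0.185, 0.0883, 0.0858, 0.141, 0.132, 0.171, 0.111, 0.141 and 0.249. Those with the sample in dye 647 were -0.180, -0.0419, -0.0679, -0.0381, -0.0531, -0.159, -0.0546, -0.0581, -0.0688, -0.0879, -0.0480, -0.0511, -0.0460, -0.0705, -0.0645, -0.0996, -0.0757 and -0.00926. Between 860 and 2342 spots per array had no value. The table was used as an alternative.

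From the scanner values, background was corrected with the normexp method of limma 3.58.1 (R 4.3.3) at an offset of 50, and each array was normalized by loess. Every log2 ratio was turned to sample over reference by the dyes in the labels, averaged over the 4 spots of an oligonucleotide and then over the 2 arrays of a time point. A dye effect cancels in that mean, and each time point counted as 1 replicate. The 18 time points were placed in 3 cycles of 24 h after release, with 6 time points each, and in subjective day (0 to under 12 h of a cycle) and subjective night (12 to under 24 h), with 9 time points each. The labels give only the time after release, so which part is called night was taken from the study's drawings.

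Periodic expression was tested with the Lomb-Scargle normalized periodogram used in the study and its call at p under 0.2, over 72 frequencies between periods of 8 and 30 h and with M = 18 in the p-value. The 8 h limit, the Nyquist period of sampling every 4 h, departs from the shorter limit of the study, which was run as an alternative. The count was set beside 100 random orders of the time points and 100 first-order autoregressive simulations. Harmonics of 24 h and 12 h, the difference between subjective night and day, its interaction with the cycle, the difference between the 3 cycles and the mean level against the reference were tested with limma and Benjamini-Hochberg adjustment at 0.05, and the level also needed a 2-fold difference for a call. The level test leaves out the reference's own spread. Gene lists with at least 3 named members were tested with camera at a preset correlation of 0.01, and the mean profile of each list was tested by 100000 permutations of the time points. Lag similarity was the mean correlation of time points 24 h apart minus that of time points at other lags from 8 to 40 h, with a one-sided permutation test. Figures were drawn with matplotlib 3.10.9.

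Of 25 gene lists fixed before the data were examined, 15 had fewer than 3 named members, and a list of aminoacyl-tRNA synthetases was rewritten by symbol after the gene names were seen, so that 11 lists were tested. The rule for named genes was also fixed beforehand. It took the 12 named genes with the smallest Lomb-Scargle p, the 8 largest positive and 8 largest negative changes among called genes of each other comparison (the 12 largest amplitudes for the harmonic), the 6 with the smallest unadjusted p where no gene was called, and a set of genes on respiration, nitrogen and nucleotide metabolism and light, of which 14 had a name here. The study picked several of that set on these samples.

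Alternatives fixed beforehand covered background correction, normalization, the authors' table, the median over spots, leaving out the dimmest oligonucleotides, each dye orientation alone, each time point left out, the period range, trend, optical density, array run and the tests of gene lists. The ratios of 2 time points, 0 and 20 h, ran opposite to the rest. Fits with the dye labels of their 4 arrays exchanged and fits without both were therefore added after the data were seen, as were a shift of the boundary between day and night by 4 and 8 h and a model of the single arrays with dye but not array run. Models of the single arrays took the 2 arrays of a time point as a block with an estimated correlation. The tests were checked on simulated noise with the SD of each of the 2688 oligonucleotides as labelled, independent between oligonucleotides and time points. That independence need not hold in the real data, so recovery there may differ. In the simulated data 200 oligonucleotides were changed. Of these, the 24 h harmonic recovered 77.5% at an amplitude of 0.5 log2 and 98.5% at 1, the night-day difference 54.5% and 94.5%, the cycle difference 42.5% and 93%, and the interaction 0% and 23%. The Lomb-Scargle call recovered 77.5% and 98.5% with 215 and 218 false calls, and the level test 50% at 1 log2 and 100% at 2.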

Results

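Expression of the halophilic archaeon *H. salinarum* NRC-1 was followed for 68.5 h of constant darkness after entrainment to light and dark, to ask which transcripts kept a daily rhythm without the light signal. The data comprised 18 time points of 1 culture, each measured on 2 dye-swapped arrays against a mid-log reference RNA, and values are log2 sample over reference with SE over time points (n = 18, or n = 16 where 0 and 20 h were left out). Of 2688 oligonucleotides, 133 had a gene name. The number of arrays limits the precision. Between 34.2% and 93.5% of spots per array lay above their local background in the channel of dye 546 (median 64.7%) and between 60.9% and 99.1% in that of dye 647 (median 91.3%). The 2 arrays of a time point, both turned to sample over reference, had Pearson r from -0.371 to 0.407 across oligonucleotides (median -0.0360) and Spearman rho from -0.263 to 0.318 (median -0.0816). Neighbouring spots of an oligonucleotide on the same array had r from 0.491 to 0.861. These correlations are across oligonucleotides, which are not independent replicates. The dye component had an SD of 0.40 log2 against 0.37 for sample over reference.

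The direction of expression at 0 and 20 h, as labelled, is in doubt. As labelled, the ratios of these time points had r = -0.772 and r = -0.680 across oligonucleotides with the mean of the other 16, whereas each of the 16 had r between 0.656 and 0.854 with the mean of its fellows. In the single channels, 8 of the 8 channels of their 4 arrays resembled the RNA opposite to their label, including 4 of 4 channels labelled reference, against 1 of 64 channels on the other arrays. The reference was 1 RNA, so the 4 channels labelled reference argue against opposite expression of the culture at 0 and 20 h. This check was chosen after the ratios were seen. Values are given as labelled, then with the dye labels of the 4 arrays at 0 and 20 h exchanged, and without both time points where that changes a result. The order does not rank them.

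**Figure D1:**
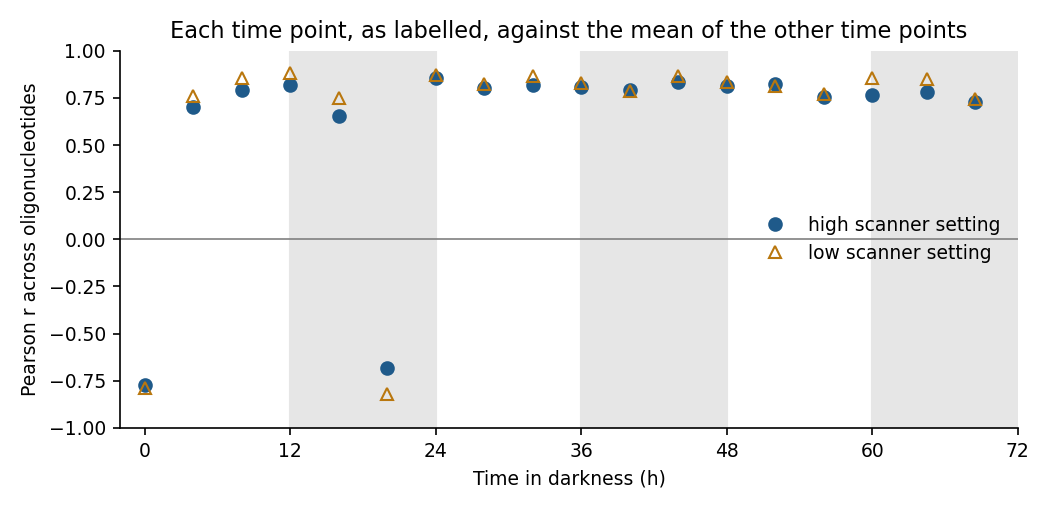
Pearson r across oligonucleotides (vertical axis) between the log2 ratios of each time point as labelled and the mean of the other time points, over hours in darkness (horizontal axis), at the high (filled circles) and low (open triangles) scanner setting, with the second part of each 24 h cycle shaded. At the high setting 0 and 20 h lie at -0.772 and -0.680 and the others between 0.656 and 0.854.

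**Figure D2:**
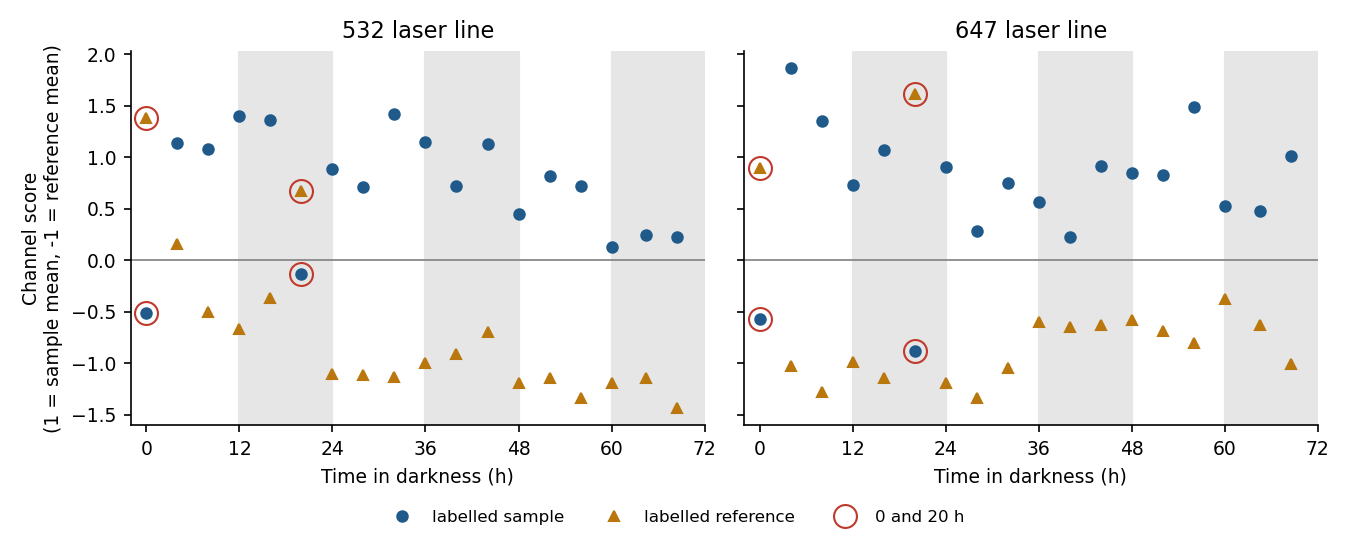
Score of each channel (vertical axis, 1 at the mean of channels labelled sample and -1 at the mean of channels labelled reference in the same dye) over hours in darkness (horizontal axis), for dyes 546 and 647, with 0 and 20 h ringed and the second part of each cycle shaded. The 8 ringed channels fall on the side opposite to their label, as does 1 of the other 64.

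The clearest feature of the culture in darkness was a set of genes whose transcripts stood on the same side of the reference at most time points. *hutG*, encoding formimidoylglutamase of histidine degradation, was 2.12-fold higher than in the reference (log2 1.08 ± 0.19, SE, n = 18, limma adjusted p = 0.000667), above 0 at 16 of 18 time points. It was 2.59-fold higher (1.37 ± 0.06) and above 0 at 18 of 18 with the labels exchanged. *phoU*, encoding a regulator of phosphate transport, was 2.31-fold lower (-1.21 ± 0.20, adjusted p = 0.000508), below 0 at 16 of 18 time points, and with the labels exchanged -1.47 ± 0.07 and below 0 at all 18. Neither was called with no background correction (*hutG* 0.61, *phoU* -0.62) or in the authors' table (0.75 and -0.82), where the direction held but 2-fold was not reached. For both genes the mean spot intensity was above background in sample and in reference on at least 1 of the 2 arrays at 18 of 18 time points. Of 2 further genes of histidine degradation, chosen after their values were seen, *hutU*, for urocanate hydratase, was higher by 0.84 ± 0.16 and *hutI*, for imidazolonepropionase, by 0.79 ± 0.16 (adjusted p = 0.000838 and 0.00105), each above 0 at 16 of 18 time points and under 2-fold. Both rose to 1.03 ± 0.10 and 0.98 ± 0.10 with the labels exchanged. *panB*, of coenzyme A synthesis and also chosen after, was at -0.87 ± 0.14 (adjusted p = 0.000508), or -1.05 ± 0.06 with the labels exchanged.

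Most named genes of the TCA cycle were lower, as were many named genes. In this and the other paragraphs on gene groups, a call on the level rests on adjusted p under 0.05 alone, without the 2-fold rule. Of 6 members, 5 were lower than the reference at adjusted p under 0.05 and 0 higher, with 5 also adjusted over the list alone, and with the labels exchanged 6 of 6 were lower on both counts. Over all named genes 52 of 133 were lower. The level of the list as a whole was not tested, and none of the 6 reached 2-fold. The examples named here were chosen after their values were seen. Malate dehydrogenase (*mdh*) was at -0.69 ± 0.11, citrate synthase (*citZ*) at -0.53 ± 0.10 and the subunits of succinyl-CoA synthetase at -0.54 ± 0.10 (*sucC*) and -0.46 ± 0.10 (*sucD*), with adjusted p from 0.000508 to 0.00167, each below 0 at 16 of 18 time points. Succinate dehydrogenase (*sdhC*) was at -0.15 ± 0.04 (adjusted p = 0.00965), and isocitrate dehydrogenase (*icd*), at -0.08 ± 0.04, did not pass (adjusted p = 0.0828). All 6 were below 0 under every scaling tried, namely loess with and without background correction, median centring, scale normalization and the authors' table, but *citZ* was at -0.15 with no background correction and -0.20 in the authors' table. On the arrays with the sample in dye 647 alone, the *citZ* level was -0.09 (adjusted p = 0.275). The genes of cobalamin synthesis and cobalt transport were likewise all below 0 under these scalings. Of these, 3 of 4 were lower at adjusted p under 0.05, 3 adjusted over the list alone, and 0 were called at 2-fold. *cobN*, for a cobaltochelatase subunit, was at -0.39 ± 0.09.

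**Figure D3:**
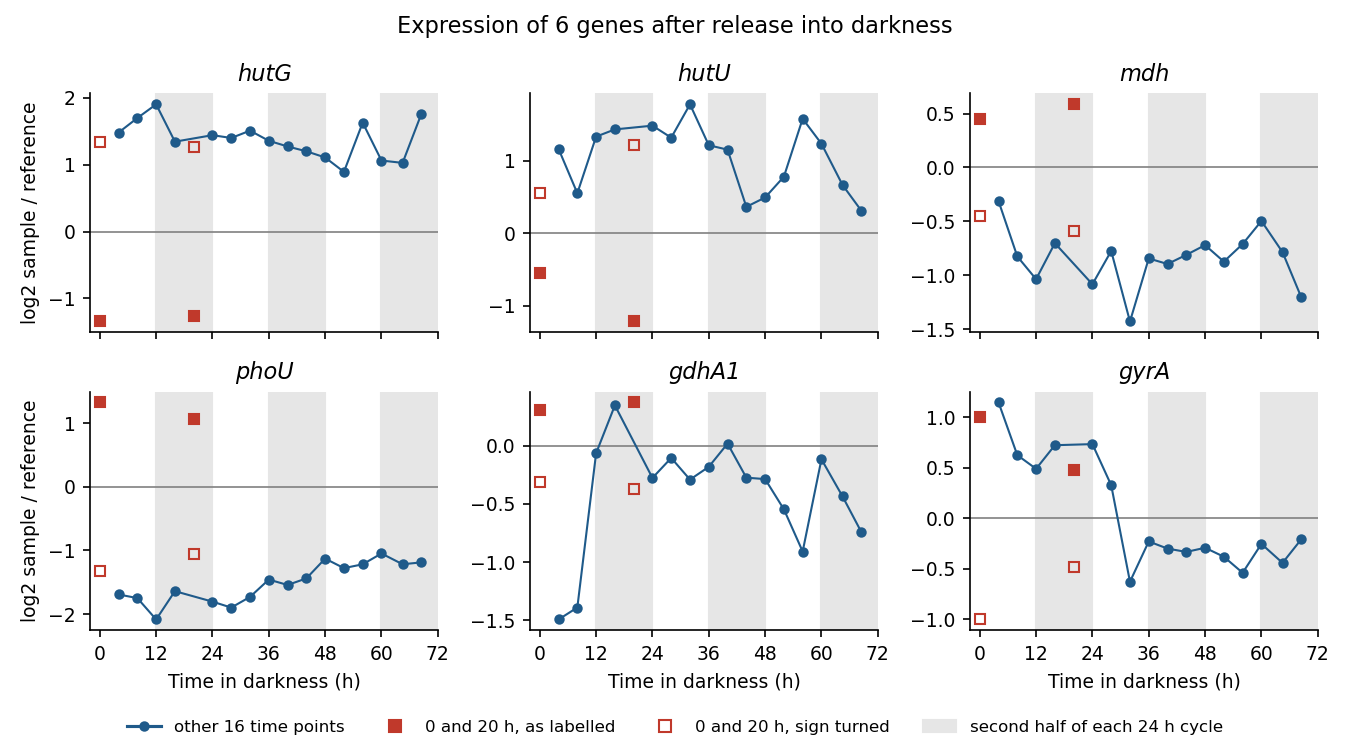
log2 sample over reference (vertical axes, of different range in each panel) over hours in darkness (horizontal axes) for 6 genes, 1 value per time point as the mean of 2 arrays. Filled circles are the other 16 time points, filled squares 0 and 20 h as labelled, open squares the same values with the sign turned, and shading the second part of each cycle. For *hutG* the 16 circles lie above 0 and both filled squares below it, and *gyrA* lies at a mean of 0.74 in cycle 1 and -0.35 in cycle 3.

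Other groups were mixed. In purine synthesis 3 of 7 were lower and 0 higher, 3 adjusted over the list alone, with *purL* at -0.45 ± 0.09 and *purF* at -0.58 ± 0.13, and *purF* turned to 0.01 in the authors' table, where 2 of the list were called higher and 3 lower. *purE* was at -0.04 ± 0.04 (adjusted p = 0.378), though called lower with median centring (-0.15) and in the authors' table (-0.09). In pyrimidine synthesis 1 of 5 was higher and 2 lower, and with the labels exchanged 0 and 3, with the same counts adjusted over the list alone. *pyrB*, for aspartate carbamoyltransferase, was at -0.21 ± 0.06, and *carB* at -0.01 ± 0.11 (adjusted p = 0.930), or -0.22 ± 0.10 with the labels exchanged (adjusted p = 0.0417). In the authors' table *carB* was called higher instead, at 0.21 as labelled and 0.29 exchanged, and the list had 3 higher and 2 lower both ways. In glutamate and glutamine metabolism 1 of 4 was higher and 2 lower, the same adjusted over the list alone. Glutamate dehydrogenase *gdhA1* was at -0.34 ± 0.12 and glutamine synthetase *glnA* at -0.24 ± 0.06, whereas *gdhB* was at 0.20 ± 0.05 but lost its call with median centring (0.00) and in the authors' table (0.03). In the arginine and urea cycle list 2 of 4 were higher and 0 lower, the same adjusted over the list alone, and 1 and 2 with the labels exchanged. One of the higher members is *hutG*, which acts in histidine degradation. In the list of light sensing genes 1 of 5 was higher and 1 lower, the same adjusted over the list alone. These were halorhodopsin (*hop*, 0.28 ± 0.10) and sensory rhodopsin II (*sop2*, -0.15 ± 0.05), while sensory rhodopsin I (*sop1*, 0.05 ± 0.04) did not pass (adjusted p = 0.286). The bacterio-opsin activator *bat* was at 0.14 ± 0.09 (adjusted p = 0.159), or 0.21 ± 0.08 with the labels exchanged (adjusted p = 0.0203), and was called higher as labelled with median centring (0.28), scale normalization (0.21) and the authors' table (0.23).

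In motility and chemotaxis 1 of 11 was higher and 6 lower, 1 and 6 adjusted over the list alone, with the transducer *htr8* at 0.53 ± 0.10 and *htr4* at -0.49 ± 0.09, the last not called in the authors' table (-0.06). Among aminoacyl-tRNA synthetases 5 of 12 were lower and 0 higher, 3 adjusted over the list alone, and with the labels exchanged 9 were lower and 1 higher. In DNA replication 1 of 4 was higher, *orc7* at 0.49 ± 0.14, and 1 lower, *gyrB* at -0.25 ± 0.08, which turned to 0.08 in the authors' table, with the same counts adjusted over the list alone. Of 4 chaperones and proteases 2 were higher and 1 lower, 3 and 1 adjusted over the list alone, but 1 was higher and 3 lower in the authors' table. The proteasome subunit *psmB*, at 0.11 ± 0.04, turned to -0.10 with median centring and -0.15 in the authors' table. Of the genes fixed beforehand outside these lists, dihydrolipoamide dehydrogenase (*lpdA*) was at -0.31 ± 0.07 (adjusted p = 0.00138). The arginine fermentation genes *arcA* and *arcC* were at -0.12 ± 0.05 and 0.18 ± 0.06 (adjusted p = 0.0490 and 0.0104), and *arcC* lost its call with median centring (0.00) and in the authors' table (0.01), as *arcA* did with scale normalization (-0.10). Over all 2688 oligonucleotides, 18 were at least 2-fold higher and 3 at least 2-fold lower, and with the labels exchanged 46 and 11. At adjusted p under 0.05 alone, 752 were higher and 766 lower, and 903 and 986 with the labels exchanged. That balance depended on the scaling: 1008 were higher and 573 lower in the authors' table, and 1325 and 633 with the labels exchanged. Of the 133 named genes 17 were higher and 52 lower, 22 and 72 with the labels exchanged and 23 and 69 without both time points. The level is relative to the reference and shows nothing of the culture before darkness.

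Expression differed between the 3 cycles in darkness for a number of genes that depended strongly on the processing. Array runs, inferred from array numbers in the labels, partly followed the cycles, so array run stays open beside a drift of the culture. *gyrA*, for DNA gyrase subunit A, had a mean of 0.74 in cycle 1, -0.07 in cycle 2 and -0.35 in cycle 3 (cycle 3 minus cycle 1 -1.10 ± 0.19, SE, limma adjusted p = 0.0162, 6 time points per cycle). With the labels exchanged the difference was -0.60 ± 0.29 and did not pass (adjusted p = 0.416), and without 0 and 20 h it was -1.10 ± 0.21 (adjusted p = 0.0192). In all, 8 oligonucleotides differed between cycles, 1 higher and 7 lower in cycle 3 than in cycle 1, and 390 had an unadjusted p under 0.05. The count was 59 with scale normalization, 215 on the arrays with the sample in dye 647 alone and 0 with plain background subtraction. It was 812 with dye and array run in a model of all 36 arrays as labelled, but 85 in the same model without 0 and 20 h. With the labels exchanged 2 differed, and without 0 and 20 h 58, of which 28 were higher and 30 lower in cycle 3, including the 8 called as labelled. Named genes among the 58, chosen after their values were seen, were *gyrA*, glycerol kinase *glpK* (cycle 3 minus cycle 1 -1.32 ± 0.22), tryptophan synthesis gene *trpC* (0.63 ± 0.20), the transducer *htr4* (0.69 ± 0.17) and *phoU* (0.61 ± 0.11), with adjusted p from 0.0125 to 0.0453. As labelled those of *glpK*, *trpC* and *htr4* were -1.06 ± 0.23, 0.95 ± 0.24 and 0.41 ± 0.20 and that of *phoU* -0.38 ± 0.47, and none of these 4 passed (adjusted p from 0.0974 to 0.509). For *htr4* it was -0.11 on the arrays with the sample in dye 647 alone. Leaving out single time points moved the count between 2 and 18, with 4 calls without 4 h, 18 without 8 h, 3 without 12 h, 5 without 52 h, 2 without 56 h and 2 without 64.5 h. The fall of *gyrA* from 0.33 at 28 h to -0.63 at 32 h came where the arrays with the sample in dye 546 changed from run 1 to run 2. It lost its call without 4 or 56 h (adjusted p = 0.0530 and 0.0527) and, with an adjusted p just above 0.05, without 64.5 h.

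The central question was which genes were periodic in darkness. At the Lomb-Scargle threshold used in the study, p under 0.2, 110 oligonucleotides (4.09%) were called. The named genes with the smallest p were chorismate synthase *aroC* (p = 0.0835, period 25.98 h, n = 18), carbamoyl phosphate synthase *carA* (p = 0.0973, 14.9 h, n = 18), mevalonate kinase *mvk* (p = 0.1396, 11.1 h, n = 18), the amidotransferase subunit *gatA* (p = 0.155, 21.04 h, n = 18) and argininosuccinate lyase *argH* (p = 0.167, 21.6 h, n = 18). Glutamate dehydrogenase *gdhA2* (p = 0.174, 15.5 h), *hisI* of histidine synthesis (p = 0.175, 19.95 h), *radB* of DNA repair (p = 0.187, 11.1 h) and *guaB* of guanine nucleotide synthesis (p = 0.192, 17.7 h) also passed, all with n = 18. Next in rank, *uvrA*, *tmk* and *thiD* (p = 0.229, 0.235 and 0.246, n = 18) did not. With the labels exchanged none of these 12 genes passed, with p from 0.251 to 0.8996 at n = 18, and without 0 and 20 h *carA* alone did (p = 0.145, n = 16). The named genes that did pass with the labels exchanged, found after that count was seen, were 4 others: *hisF*, *pan1*, *cheR* and *msrA* (p = 0.129, 0.165, 0.166 and 0.173, n = 18). The 14 genes fixed beforehand had p from 0.371 (*sdhC*) to 0.970 (*sop1*) at n = 18, and none passed with the labels exchanged either.

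The number of calls did not stand out from chance. Random orders of the time points gave a median of 153.5 calls (73 to 307 over 100 orders), and autoregressive simulations 259.5 (222 to 301). The simulations drew oligonucleotides independently of one another, which the real ones need not be. Their range may therefore be too narrow, and a count below it is not read as a result. With the labels exchanged 149 were called (5.54%), against medians of 210 and 270, and without 0 and 20 h 139, against 186.5 and 226. After Benjamini-Hochberg adjustment 0 were called in each case, and 3, 3 and 1 had an unadjusted p under 0.05. Of the 110 calls 43 had periods of 18 to 24 h and 23 periods of 10 to 14 h. With the labels exchanged these were 9 and 63, and 29 oligonucleotides were called both ways.

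**Figure D4:**
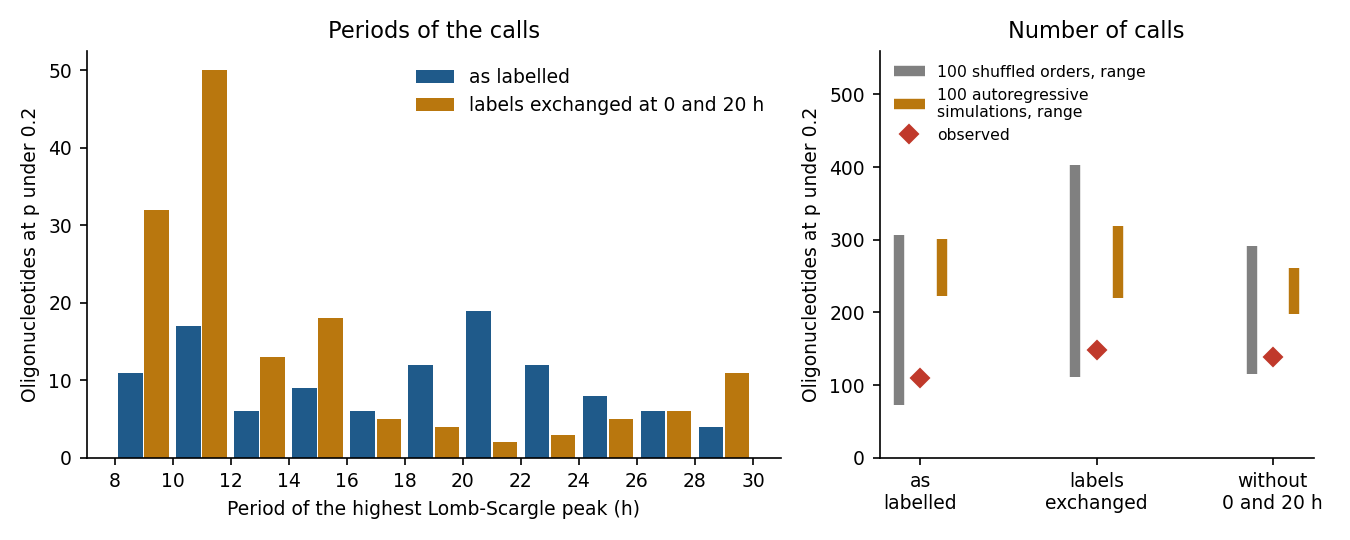
Left, number of oligonucleotides called at Lomb-Scargle p under 0.2 (vertical axis) by the period of their highest peak in bins of 2 h (horizontal axis), as labelled and with the dye labels exchanged at 0 and 20 h. Right, number of calls (diamonds) beside the range over 100 random orders of the time points (grey bars) and over 100 autoregressive simulations (orange bars). The observed 110, 149 and 139 lie inside the range of the random orders and below that of the simulations. The simulations drew oligonucleotides independently, so their range may be too narrow.

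A rhythm locked to the entrained 24 h was asked for directly. The named genes with the smallest unadjusted p, none of them called, were thymidylate kinase *tmk* (amplitude 0.30 ± 0.08, SE), *aroC* (0.22 ± 0.06), *hutU* (0.66 ± 0.19), *carB* (0.41 ± 0.13), *pyrI* (0.25 ± 0.09) and *purB* (0.26 ± 0.09), each with limma adjusted p = 0.636. In the same order these amplitudes were 0.26 ± 0.08, 0.21 ± 0.06, 0.32 ± 0.12, 0.08 ± 0.14, 0.09 ± 0.06 and 0.13 ± 0.11 with the labels exchanged (adjusted p = 0.999 each), so the rank of the last 4 rests on 0 and 20 h. At 24 h limma called 0 oligonucleotides as labelled, exchanged and without both time points, with 178, 83 and 120 at unadjusted p under 0.05. At 12 h it also called 0 in each case, with 65, 265 and 262. Under no rhythm a share of 0.05 of the 2688 oligonucleotides would be expected there. The higher counts at 12 h with the labels exchanged and without both time points were not set against random orders.

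Expression in subjective night was set against subjective day to ask whether oxic and anoxic functions parted with the cycle. Of the 14 genes fixed beforehand *gdhA1* shifted most, from -0.55 in subjective day to -0.12 in subjective night (night minus day 0.43 ± 0.22, or 0.42 ± 0.18 with the labels exchanged), and did not pass (limma adjusted p = 0.999, or 0.752 exchanged). The other named genes with the smallest unadjusted p, none called, were *purM* (-0.28 ± 0.12), *aroC* (0.22 ± 0.10), phosphoenolpyruvate synthase *ppsA* (-0.25 ± 0.12), *phnE* (0.29 ± 0.14) and *tmk* (-0.27 ± 0.13), which were -0.14, 0.15, -0.14, 0.23 and -0.29 with the labels exchanged. Among genes of respiration and arginine fermentation, *sdhC* was at -0.04 ± 0.09, *arcA* at 0.03 ± 0.10 and *arcC* at 0.03 ± 0.11. *glnA* was at -0.01 ± 0.12, *lpdA* at -0.02 ± 0.14, *carB* at 0.16 ± 0.22, *pyrB* at 0.01 ± 0.12, *purL* at -0.00 ± 0.17 and *purE* at 0.02 ± 0.08. The light genes were at 0.15 ± 0.21 (*hop*), 0.02 ± 0.09 (*sop1*), -0.05 ± 0.11 (*sop2*) and 0.02 ± 0.18 (*bat*). Several of these signs rest on 0 and 20 h. The 13 genes other than *gdhA1* lay, with the labels exchanged, between -0.05 (*sop1*) and 0.08 (*purL*), and *hop*, *arcC*, *bat*, *sop1*, *sop2*, *lpdA*, *glnA* and *purL* changed sign. limma called 0 oligonucleotides as labelled, with the labels exchanged and without both time points, with 67, 171 and 174 at unadjusted p under 0.05. Night minus day differed between cycles for 0 oligonucleotides in each case, with 124, 193 and 335 at unadjusted p under 0.05, and on simulated data that test recovered few changes.

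None of the 11 tested gene lists parted between subjective night and day. The lists of aerobic electron transport and arginine fermentation had 2 named members each and that of DMSO and TMAO respiration 0. These were not tested, so the study's split of oxic and anoxic functions was not tested by list. Glutamate and glutamine metabolism had a mean night minus day of 0.12 over 4 genes, the aminoacyl-tRNA synthetases 0.07 over 12, pyrimidine synthesis and the arginine and urea cycle 0.04 each, light sensing, cobalamin synthesis and chaperones and proteases 0.03 each, motility 0.01, the TCA cycle -0.00, purine synthesis -0.04 and DNA replication -0.10. Light sensing turned to -0.02 with the labels exchanged, where cobalamin synthesis was at 0.08, the TCA cycle at 0.01, purine synthesis at -0.00 and DNA replication at -0.03, so their order is not settled. In purine synthesis the median, 0.01, differed in sign from the mean. No member gene was called over all genes or adjusted over the list alone. Camera called 0 of 11 lists (smallest adjusted p = 0.859), as it did with the labels exchanged (0.782) and without both time points (0.786). The smallest adjusted p was 0.934 with an estimated correlation and 0.950 with fry. Followed as mean profiles, 0 lists had a 24 h rhythm, although 3 were called without 68.5 h, 2 on the arrays with the sample in dye 647 alone and 1 with no background correction. Glutamate and glutamine metabolism (amplitude 0.14) and cobalamin synthesis (0.19) came nearest, each with a permutation adjusted p = 0.0987 over 11 lists, and 0.544 and 0.627 with the labels exchanged. None had a 12 h rhythm (smallest permutation adjusted p = 0.820). The whole set of 2688 oligonucleotides did not return after 24 h more than at other lags. The mean r of the 12 pairs of time points 24 h apart was -0.0667 against -0.0495 for 96 pairs at other lags, a difference of -0.0172 (one-sided permutation p = 0.573, n = 18), and -0.0338 with the labels exchanged (permutation p = 0.668).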

Values the study reported

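The study called a gene periodic at a Lomb-Scargle p-value under 0.2 and searched periods between 6 and 30 h. It reported 290 periodic genes in this experiment, about 12.1% of the genome, with dominant periods near 13.0 and 21 h. In a second entrained experiment it counted 230 genes (9.6%), and 167 genes were shared by both. The study reported this overlap as significant. It also reported that neither dominant period was seen at lower cell density, in control cultures without entrainment or after its expression values were shuffled. Of the periodic transcripts that also rise at high cell density it counted 135, among them 70 with peak expression by day. A further 45 transcripts that fall at high density and when oxygen drops peaked by night.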

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

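The tests of the mirrored ratios in this part were chosen after the result was seen. The mirror image at 0 and 20 h was also seen in the low scanner setting, which no comparison above uses, with r of -0.787 and -0.821 with the mean of the other 16 time points, against 0.747 to 0.880 for the others. That setting is a scan of the same arrays under the same labels, so it is no independent evidence on the labels. A culture that expressed its genes in the opposite way would leave the reference channels as they are, but 4 of 4 channels labelled reference on these arrays resembled the sample RNA, and in the other arrays of the same 2 runs 4.167% of channels (1 of 24) lay opposite to their label. Exchanged dye labels remain as the candidate explanation, with 8 of 8 channels on the side opposite to their label. On these 4 arrays the authors' deposited table followed the scanner ratios as labelled, with Pearson r of 0.978, 0.970, 0.978 and 0.986 across spots. An exchange would therefore also lie in that table. Whether it also lay in the values the study analysed stays open.

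Single time points stood apart from the other 5 of their cycle in 6 of 144 groups, where chance marks about 1 group in 20. A group was 1 named gene, or 1 measure of the arrays or optical density, in 1 cycle. In cycle 1 the 2 mirrored time points can hide each other from this rule. In cycle 2 *radB* was at 0.42 at 24 h, against -0.13 to -0.03 at the others, and *ppsA* at -0.10 at 24 h, against -0.48 to -0.37. In the same cycle *lpdA* was at -0.35 at 44 h, against -0.51 to -0.47. At 28 h *arcC* was at 0.0384, against 0.25 to 0.34, and *bat* at 0.48, against -0.26 to -0.01. In cycle 3 *sucD* was at -0.93 at 56 h, against -0.60 to -0.46.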

How the results depend on the processing

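The alternatives with the labels exchanged at 0 and 20 h, without both time points, with a shifted day boundary and with dye alone in a model of the arrays were added after the data were seen. The counts of 0 for the 24 h and 12 h harmonics, night against day, Lomb-Scargle after adjustment, camera and the 12 h list profiles held in every alternative run. Lag similarity ran from -0.0533 to 0.0414 over left-out time points and passed in none. Lomb-Scargle calls (110) became 66 without the dimmest oligonucleotides (2016 left), 63 with median centring, 60 in the authors' table (2271 oligonucleotides), 24 with plain background subtraction (953), 194 with the trend removed, 259.5 as the median of autoregressive simulations, and 81 to 130 over left-out time points. Calls between cycles (8, with 1 higher and 7 lower) became 812 with dye and array run in a model of the arrays (9 with dye alone). Without 0 and 20 h the same 2 models called 85 and 60. The calls became 2 with the labels exchanged, 58 without 0 and 20 h, 59 with scale normalization (16 higher, 43 lower), 4 (1 and 3) with no background correction and in the authors' table, 2 (0 and 2) with median centring, 0 with subtraction, 2 without the last 2 time points, and 2 to 18 over left-out time points. Dye 546 alone gave 2 and dye 647 alone 215. Level calls (21) became 57 with the labels exchanged and 57 without 0 and 20 h, 42 without 0 h, 41 without 20 h, 17 to 42 over left-out time points, 6 with no background correction, 6 (4 higher, 2 lower) in the authors' table, 13 with subtraction, 31 with dye 647 alone and 362 with dye 546 alone. At adjusted p alone 49.5% of level calls were higher, 63.8% in the authors' table, whose median level was 0.11. Lists with a 24 h profile (0) became 1 with no background correction, 2 with dye 647 alone and 3 without 68.5 h, and the interaction (0) 1 without 64.5 h. The median dye-swap r (-0.0360) was 0.175 with no background correction, -0.290 with median centring and -0.271 in the authors' table. Of the named genes' values under the alternatives, 1782 stayed on the same side of their full threshold, for the level 2-fold as well as adjusted p. A change of sign was not counted where a value passed in neither setting, so these 1782 did not all keep their direction. A further 158 lost and 26 gained a call. The other 2 reversed, changing sign where a value passed in at least 1 of the 2 settings compared. These were *htr4* cycle 3 minus cycle 1 at -0.11 with dye 647 alone (0.94 with dye 546 alone) and *phoU* cycle 3 minus cycle 1 at 0.61 without 0 and 20 h. Apart from the smaller number tested after subtraction and in the table, the cause was not tested. Subtraction, which needs signal above background on every array, gave no value for *hutG*, *gyrA* and others. No paired analysis was possible because replicate 1 and replicate 2 are the same RNA in opposite dyes and make 1 value.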

Other observations

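The tests of the signs of 0 and 20 h and the random orders and splits for the Lomb-Scargle, night-day, gene list and interaction counts, and the model of the single arrays with dye alone, were chosen after the results were seen. Some named genes outside the lists, also chosen after, stood apart from the reference in 1 direction under all scalings tried. Cytidylate kinase *cmk* was at 0.40 ± 0.11 (SE, n = 18, limma adjusted p = 0.00571) and 0.58 ± 0.06 with the labels exchanged, above 0 at 16 and 18 of 18 time points. *mamA* was at 0.35 ± 0.07 (adjusted p = 0.000743) and above 0 at 17 of 18. *rimI*, named for an acetyltransferase of ribosomal proteins, was at -0.44 ± 0.09 (adjusted p = 0.000838) and -0.57 ± 0.04 with the labels exchanged.

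The count of periodic oligonucleotides at p under 0.2 was 110, or 117 over periods of 6 to 30 h, and their share 4.09%. Both are lower than the values quoted from the study above.

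Periods of 18 to 24 h made up 43 of the 110 calls. A hypothesis is that they may rest on the signs of 0 and 20 h, which lie 20 h apart and share a mirrored profile. With the signs turned 16.28% of the 43 (7) were left, but also 32.84% (22) of the 67 calls at other periods, so this loss alone decides nothing. With the other 16 time points in random order and both signs as labelled, 31 of 100 orders gave at least 43 such calls (median 30.5, highest 147), and the median with the signs turned was 22. Against a 24 h rhythm of the culture as the source, 74 of 100 orders of the 16 remaining time points gave at least the 14 calls found without 0 and 20 h (highest 139), so chance is not excluded for these 14, and a rhythm in fewer genes stays open.

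For the Lomb-Scargle calls chance was not excluded, since 92 of 100 random orders gave at least 110 (highest 307). For the 8 calls between cycles as labelled a random grouping was argued against, since 1 of 100 splits, the real 1, gave as many (highest other 3). With the labels exchanged only 2 were called. Random splits of this kind scatter time points that follow one another within a cycle. They therefore do not tell a drift from likeness of neighbouring time points or from array run. Night against day, gene lists and the interaction had 0 calls, which all 100 of 100 splits reach by construction, so these splits test nothing. The highest other counts were 1, 3 lists and 117, and the last points to a structure of the time points, whose source was not tested.

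Without 0 and 20 h 58 oligonucleotides differed between cycles, and 1 of 100 splits, the real 1, gave as many (highest other 55), so a random grouping is argued against by a narrow margin. With optical density in the model 41 of the 58 calls were left, which argues against density as the whole cause. A model of the single arrays with dye called 60, of which 36 were among the 58. With array run added it called 85, of which 15 were among the 58 and 8 of these kept the direction of cycle 3 minus cycle 1. The median size of cycle 3 minus cycle 1 over the 58 went from 0.68 to 0.81 while its median SE went from 0.20 to 0.48, so calls ended at least in part through a wider SE, and since runs 1 to 4 each held arrays of 2 cycles and run 5 those of cycle 3 alone, array run and drift of the culture both stay open.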
